# Comparison of the Gene Expression Profiles from Normal and Fgfrl1 Deficient Mouse Kidneys Reveals Downstream Targets of Fgfrl1 Signaling

**DOI:** 10.1371/journal.pone.0033457

**Published:** 2012-03-14

**Authors:** Simon D. Gerber, Ruth Amann, Stefan Wyder, Beat Trueb

## Abstract

Fgfrl1 (fibroblast growth factor receptor-like 1) is a transmembrane receptor that is essential for the development of the metanephric kidney. It is expressed in all nascent nephrogenic structures and in the ureteric bud. Fgfrl1 null mice fail to develop the metanephric kidneys. Mutant kidney rudiments show a dramatic reduction of ureteric branching and a lack of mesenchymal-to-epithelial transition. Here, we compared the expression profiles of wildtype and Fgfrl1 mutant kidneys to identify genes that act downstream of Fgfrl1 signaling during the early steps of nephron formation. We detected 56 differentially expressed transcripts with 2-fold or greater reduction, among them many genes involved in Fgf, Wnt, Bmp, Notch, and Six/Eya/Dach signaling. We validated the microarray data by qPCR and whole-mount in situ hybridization and showed the expression pattern of candidate genes in normal kidneys. Some of these genes might play an important role during early nephron formation. Our study should help to define the minimal set of genes that is required to form a functional nephron.

## Introduction

The mammalian kidney is a complex organ comprising thousands of nephrons that are connected by a branched collecting duct system [1]. The nephrons, the functional units of the kidney, filter the blood through a basement membrane and drain the filtrate via the collecting ducts to the bladder. In the mouse, nephron development is initiated at E10.5 when a caudal portion of the Wolffian duct near the hindlimbs bulges out and forms the ureteric bud. Signals from the metanephric mesenchyme induce the ureteric bud to branch in a stereotypical fashion to form the highly branched collecting duct system. The ureteric bud in turn releases signals that induce the metanephric mesenchyme to condense around the tips of the ureteric bud and to form the cap mesenchyme. Some cells of the cap mesenchyme undergo a mesenchymal-to-epithelial transition and develop into renal vesicles. These vesicles elongate, form s-shaped bodies and finally mature into nephrons.

Several signaling pathways are involved in the development of the nephron, including the Fgf/Fgfr, the Wnt/ß-catenin and the Notch/Presenilin pathway. To induce nephron formation, Wnt9b is secreted from the ureteric bud into the adjacent mesenchyme where it binds to Frizzled receptors and activates the canonical ß-catenin pathway [2], [3]. In response, the metanephric mesenchyme expresses the morphogens Fgf8 [4], [5] and Wnt4 [6]. Fgf8 is required for cell survival at different stages of nephrogenesis. Wnt4 induces cells from the cap mesenchyme to undergo the mesenchymal-to-epithelial transition, which finally leads to the formation of renal vesicles. Signaling by Notch and Presenilin is then needed to pattern the proximal tubule of the nephron [7], [8].

Recently, we have identified Fgfrl1 as a novel receptor that is essential for nephron development [9]. Fgfrl1 belongs to the Fgfr (fibroblast growth factor receptor) family of single transmembrane receptors (for review see [10]). Its extracellular domain resembles those of the classical Fgfrs in amino acid sequence and in that it contains three Ig-like loops. However, the intracellular domain differs from the classical receptors and does not possess any tyrosine kinase activity [11], [12]. The extracellular domain of Fgfrl1 interacts with heparin [13] and with Fgf ligands, primarily Fgf-2, -3, -4, -8, and -22 [14]. The intracellular domain binds to members of the Sprouty/Spred family that are known as negative regulators of the growth factor-mediated activation of the Ras/Raf/Erk signaling pathway [15]. During embryonic development, Fgfrl1 is expressed in tissues of the musculoskeletal system, including cartilage, bone and muscles [13], but also in the lung and the kidneys [9]. Information about the function of Fgfrl1 was gained from studies with mice, in which the Fgfrl1 gene was deleted by targeted inactivation [16], [17]. Fgfrl1 knock-out mice die shortly after birth due to malformation of the diaphragm. The mutant diaphragm muscle obviously is not strong enough to inflate the lungs after birth. However, the most striking phenotype of the Fgfrl1 deficient mice is the nearly complete absence of the metanephric kidneys. Utilizing organ cultures and different staining techniques, we demonstrated that Fgfrl1 deficiency leads to a dramatic reduction of ureteric branching and to a lack of mesenchymal-to-epithelial transition in the nephrogenic mesenchyme [9]. As a result, the mutant embryos lack any renal vesicles in their developing kidneys.

In the present study we used the DNA microarray profiling technique to identify genes that act downstream of Fgfrl1 signaling in the regulatory hierarchy of genes required for early nephron development. We confirmed reduced expression of Wnt4 and Fgf8 in the kidneys of the Fgfrl1 deficient mice. In addition, we identified more than 50 genes that are expressed at significantly reduced levels in our mutant mice. Many of these genes are involved in the Fgf/Fgfr, Wnt/ß-catenin, Bmp, Notch, and Six/Eya/Dach signaling pathway.

## Results

### Fgfrl1 is expressed throughout metanephric kidney development

In a previous study we have used polyclonal antibodies on thin sections of E15.5 mouse kidneys to demonstrate that Fgfrl1 is expressed in nephrogenic structures of the cortical zone, with strong expression in renal vesicles, comma- and s-shaped bodies. Weaker staining was found in the undifferentiated mesenchyme and in the ureteric epithelium [9]. To verify these findings and to gain more information about Fgfrl1 expression during kidney development, we performed in situ hybridization on thin sections (SISH) at three developmental stages (Fig. 1). At E12.5, Fgfrl1 mRNA was highly expressed in the metanephric mesenchyme and in the ureteric bud. At E14.5, strong Fgfrl1 signal was detected in nascent nephrons and in the metanephric mesenchyme. At E18.5, Fgfrl1 signal was primarily found in tubules and nephrons. These results demonstrate that Fgfrl1 is expressed in developing nephrons and in the ureteric bud throughout kidney development, thus confirming our previous results obtained by immunohistochemistry.

**Figure 1:**
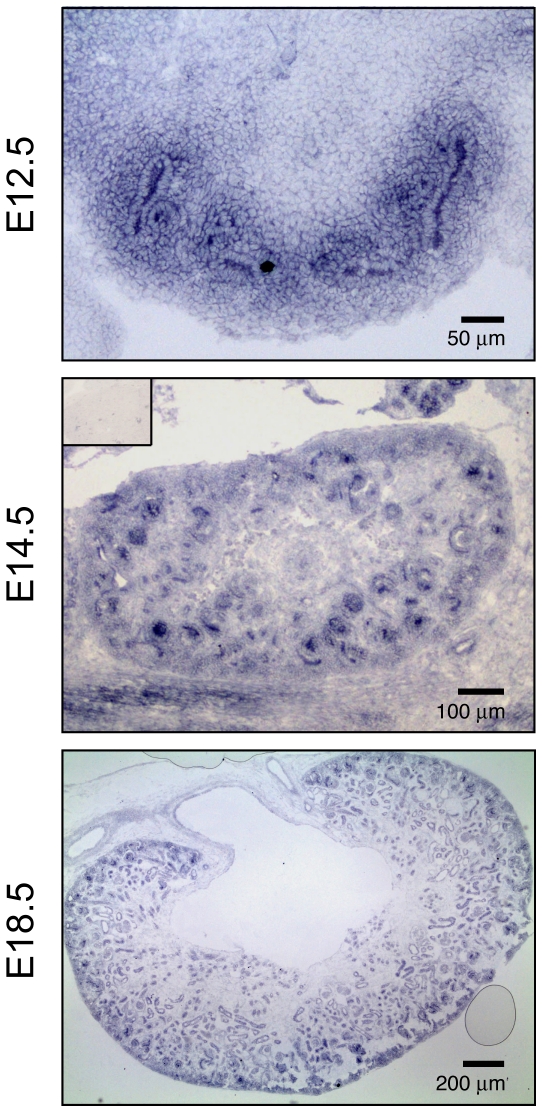
Expression of Fgfrl1 in the developing mouse kidney. Thin sections of embryonic mouse kidneys at E12.5, E14.5 and E18.5 were hybridized with a digoxigenin-labeled anti-sense RNA probe for Fgfrl1. After hybridization, the sections were incubated with alkaline phosphatase-conjugated antibodies against digoxigenin and the signal was developed with BM purple. Expression of Fgfrl1 was observed in the ureteric bud and in all nephrogenic structures. The inset of the panel at E14.5 shows a control section hybridized with the sense probe for Fgfrl1.

### Transcriptional profiling of Fgfrl1 deficient kidneys

To determine how the absence of Fgfrl1 signaling would affect kidney development, we used Agilent DNA microarrays and compared mRNA levels between wildtype and Fgfrl1 deficient kidneys at E12.5. This time point was chosen because the first phenotypic differences between wildtype and Fgfrl1−/− kidneys are observed at E12.5 and because the first nephrogenic structures become visible at this developmental stage. 

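RNA came from 3 pools of Fgfrl1−/− kidney rudiments and 3 pools of wildtype rudiments at E12.5, with 6 to 9 rudiments in a pool. Each Fgfrl1−/− pool was hybridized together with 1 wildtype pool to 1 Agilent array that is read in 2 colours. Cy3 marked the Fgfrl1−/− pool and Cy5 the wildtype pool on all 3 arrays. The dyes were swapped on 0 arrays, so that on the arrays alone an effect of the dye cannot be separated from an effect of the genotype. Array 1 lay on one slide and was read with an earlier version of the Feature Extraction software than arrays 2 and 3, which lay on another slide, while the paper's methods name only version 10. The authors deposited the output of the scanner software for each array and a table with 1 log2 ratio of Fgfrl1−/− over wildtype per probe and array, which they made with R and Bioconductor. The paper's text does not name the background correction, the normalization or the test. Of the 41174 probes, each 60 bases long, 80.2%, 57.2% and 63.9% were well above background in the Fgfrl1−/− channel of arrays 1, 2 and 3, and 60.9%, 65.0% and 64.8% in the wildtype channel. The values reported here start from the median brightness of each spot in each channel. The local background was corrected with the normexp model of limma and an offset of 50, and each array was normalized by loess. Spots with an outlier flag were left out, which were 107, 113 and 138 spots on arrays 1, 2 and 3. Each gene was represented by its probe with the highest mean signal. Probes were assigned to gene symbols with the RefSeq annotation of GRCm38.p6, which was used for names only, and probe positions are those that the files give on mm8. For the resulting 19757 genes, the log2 ratio of Fgfrl1−/− over wildtype was tested against 0 across the 3 arrays with limma's moderated 2-sided test, and p-values were adjusted by the method of Benjamini and Hochberg. A gene passed the test at an adjusted p below 0.05. The counts of genes and the fold changes of genes were also computed under 16 alternatives wherever the gene was tested, of which 1, a single value per slide, was chosen after seeing the data. Across genes, which are not independent replicates, the log2 ratios of arrays 2 and 3 correlated with a Pearson's r of 0.77, those of arrays 1 and 2 with 0.28 and those of arrays 1 and 3 with 0.32. Each array compares both genotypes within its slide. With 1 array on one of the slides, the spread between arrays within that slide could not be estimated. The number of arrays limits the precision of every value.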

Our efforts led to the identification of significant alterations in the transcriptome of the Fgfrl1 deficient kidneys. 

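Counted by fold change alone, 41 genes were at least 2-fold lower and 10 genes at least 2-fold higher in the Fgfrl1−/− kidneys. At an adjusted p below 0.05, 335 genes were lower and 389 genes were higher, while 4166 genes had an unadjusted p below 0.05. Of the genes at least 2-fold apart, 40 of the 41 lower and 8 of the 10 higher passed the test. The 3 others, named after their values were seen, were Ackr4 with a log2 fold change of -1.14 (adjusted p = 0.414), Rxfp2 with 1.11 (adjusted p = 0.0505) and Mdfi with 1.09 (adjusted p = 0.151). The counts by fold change alone moved most with the ratios of the scanner software, under which 240 genes were at least 2-fold lower and 189 at least 2-fold higher. Under these ratios limma's test passed 0 genes, with 3849 genes at an unadjusted p below 0.05. With a normexp offset of 0, 138 genes were at least 2-fold lower and 74 higher, and limma's test again passed 0 genes, with 3284 at an unadjusted p below 0.05. All 41 genes were still at least 2-fold lower under both of these settings. Of the 10 higher genes, 10 were still at least 2-fold higher with the offset of 0, but 6 with the scanner software's ratios. Centring each array on its median, in place of loess, gave 302 lower and 17 higher genes at an adjusted p below 0.05, of which 181 and 12 were among the 335 and 389. Without array 1, 2259 genes were lower and 2453 higher at an adjusted p below 0.05, of which 59 and 20 were at least 2-fold apart. Arrays 2 and 3, which are left then, lie on the same slide. Their test does not cover the spread between slides, here and wherever a call without array 1 is given. Without array 2, 34 genes were lower and 9 higher, of which 31 and 6 were at least 2-fold apart. Without array 3, 8 genes were lower and 0 higher by limma's test, with 2266 genes at an unadjusted p below 0.05. All 8 were at least 2-fold lower. The test on 3 arrays counts arrays 2 and 3, which share a slide, as separate replicates. Across the genes that did not pass it, Pearson's r was 0.68 between arrays 2 and 3. It was 0.089 between arrays 1 and 2 and 0.14 between arrays 1 and 3. With a single value per slide, chosen after seeing the data, 32 genes were lower and 6 higher at an adjusted p below 0.05 by limma's test.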

Of the ∼20,000 genes analyzed, 17 genes showed an up-regulation ≥2 fold and 56 genes showed a down-regulation ≥2 fold. 

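By fold change alone, 12 genes were at least 3-fold lower in the Fgfrl1−/− kidneys and 0 genes at least 3-fold higher. The 12 genes, from the largest difference on, were Svopl, Krt23, Slc32a1, Wnt4, Dkk1, Egr1, Fgf8, Cdh4, Pcp4, Lhx1, Sp5 and Aldh1a1. Svopl was lowest with a log2 fold change of -2.83 ± 0.11 (SD, n = 3 arrays, adjusted p = 0.000775), a 7.09-fold difference. Its probe lies on chromosome 6 of mm8 from 37913377 to 37913436. A second probe of Svopl, well above background in the wildtype channel on 3 arrays and in the Fgfrl1−/− channel on 2, had -0.36 (adjusted p = 0.263), and with the mean of its probes the gene had -1.59. Krt23 followed with -2.68 ± 0.22 (SD, n = 3, adjusted p = 0.00145) and Slc32a1 with -2.54 ± 0.14 (SD, n = 3, adjusted p = 0.00107). These 3 genes were lower on each array and passed the test with any 1 array left out. The gene with the largest increase was Chl1, named after its value was seen, with a log2 fold change of 1.41 ± 0.12 (SD, n = 3, adjusted p = 0.0066), which did not pass without array 3 (1.42). Without array 1, 14 genes were at least 3-fold lower and 1 at least 3-fold higher, Mdfi, named after its value was seen. The ratios of the scanner software moved the counts most, to 72 lower and 21 higher genes. All 12 genes were at least 3-fold lower under these ratios too. With the mean of the probes of a gene, 10 of the 12 stayed at least 3-fold lower, and Cdh4 (-1.01) and Fgf8 (-1.22) did not. A second probe of Cdh4, well above background in both channels of all 3 arrays, had -0.84, and a dimmer one had -0.27. The second probe of Fgf8 had -0.39.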

None of the genes was up-regulated ≥3 fold and only 14 genes were down-regulated ≥3 fold (Fig. 2). Among the most strongly affected genes (indicated in the scatter plot of Fig. 2 by gene symbols) were Wnt4, Fgf8, Lhx1 and Fgfrl1, which had already been discovered as down-regulated markers in our previous study [9]. 

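Fgfrl1 itself was lower on every array, with log2 fold changes of -1.21, -1.51 and -1.83 on arrays 1, 2 and 3 and a mean of -1.52 ± 0.31 (SD, n = 3 arrays, adjusted p = 0.0108). The array holds 1 probe for Fgfrl1, on chromosome 5 of mm8 from 108946807 to 108946866, which was well above background in both channels of all 3 arrays. Fgfrl1 took rank 13 among the genes that were lower. Its log2 fold change stayed between -1.83 and -1.36 over the 16 alternatives, and it did not pass the test without array 3 (-1.36). Wnt4, with a probe on chromosome 4 between 136567851 and 136568419, had a log2 fold change of -2.40 ± 0.34 (SD, n = 3, adjusted p = 0.0064). Fgf8, with a probe on chromosome 19 from 45790185 to 45790244, had one of -2.05 ± 0.34 (SD, n = 3, adjusted p = 0.00801), and without array 3 it did not pass (-1.94). Lhx1, with a probe on chromosome 11 from 84335784 to 84335843, had one of -1.71 ± 0.082 (SD, n = 3, adjusted p = 0.00204), and its second probe had -1.88. Wnt4, Fgf8 and Lhx1 were each lower on 3 of 3 arrays.

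**Figure D1:**
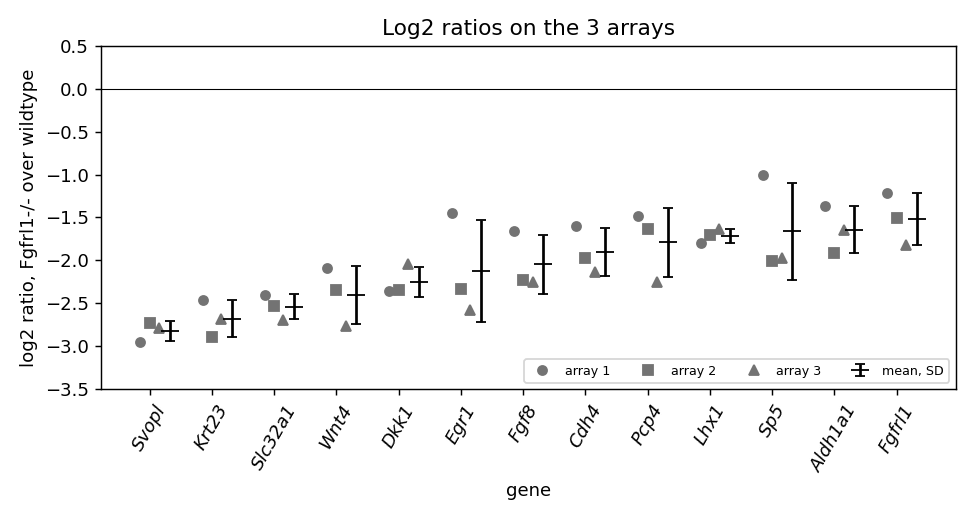
Log2 ratio of Fgfrl1−/− over wildtype on each of the 3 arrays (circles, array 1; squares, array 2; triangles, array 3) for the 12 genes that were at least 3-fold lower and for Fgfrl1, with the mean and the SD of the 3 arrays as the bar. All points lie below 0, and the means range from -2.83 for Svopl to -1.52 for Fgfrl1.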

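On the same 3 arrays, Eya1 had log2 fold changes of -0.77, -0.30 and -0.19 and a mean of -0.42 ± 0.31 (SD, n = 3 arrays, adjusted p = 0.124), a difference of 1.34-fold. It did not pass the test. Without array 1, whose value was the farthest from the others, the mean was -0.25 and the gene passed, as it did with median centring (-0.81) and with the mean of its probes (-0.38). The fit without array 1 holds the arrays of 1 slide only. Six2 had a mean log2 fold change of -0.046 ± 0.24 (SD, n = 3, adjusted p = 0.864), a difference of 1.03-fold that was smaller than the spread between arrays. It was 0.19 on array 1, -0.053 on array 2 and -0.28 on array 3, and without array 3 the mean was 0.070. It was -0.30 under median centring and -0.18 with the scanner software's ratios, and passed in neither.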

Expression of Eya1 and Six2, which define the uninduced mesenchyme, was barely affected by the absence of Fgfrl1 (fold change 1.3 and 1.0, respectively). Thus, the microarray data demonstrate the validity of our approach to identify mRNAs that may act downstream of Fgfrl1 in the regulatory hierarchy of genes required for nephron development.

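Wnt4 and Lhx1 passed the test with any 1 array left out and in 14 of the 16 alternatives, and Fgf8 and Fgfrl1 in 13 of 16. Eya1 passed in 3 of 16 and Six2 in 0 of 16 by limma. From the reduction of the markers that its previous study had found, beside the small changes of Eya1 and Six2, the paper reasons that comparing the arrays is a way to find mRNAs with a possible role downstream of Fgfrl1.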

**Figure 2:**
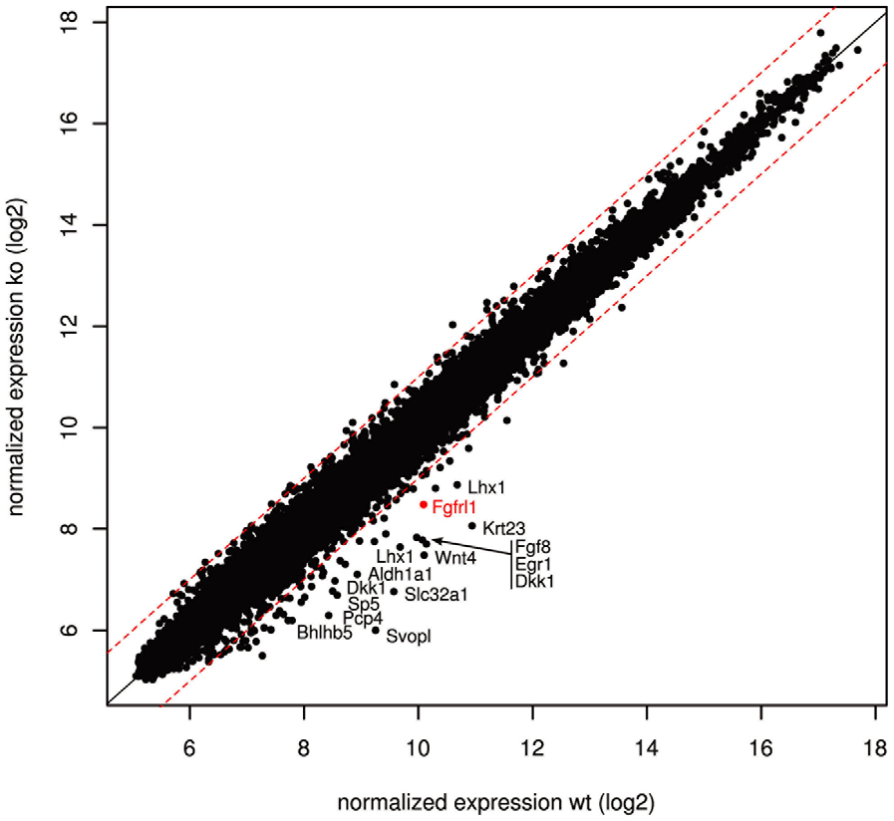
Identification of transcripts that are differentially expressed in Fgfrl1 deficient kidneys. The scatter plot shows average normalized signal intensities from three independent experiments using E12.5 kidneys from wildtype and Fgfrl1 knock-out mice. Each dot represents an individual gene. Dashed lines correspond to a fold change of 2. Transcripts that are down-regulated more than 3-fold are given by their gene symbol.

Arbitrarily, we have chosen a minimal fold change >1.9 and a p-value cutoff <0.05 to generate a table of the most critical genes that were down-regulated in Fgfrl1 deficient kidneys (Table 1, for a list of all genes see GEO Series accession number GSE32013). This table included all the genes that had previously been found to be affected in the Fgfrl1 knock-out mouse (indicated in bold in Tables 1 and 2). 

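Table 1 sets 6 genes in bold. Besides Fgfrl1, Wnt4, Fgf8 and Lhx1, these are Pax8 and Gdnf. Pax8, on chromosome 2 of mm8 from 24243274 to 24243333, had a log2 fold change of -0.91 ± 0.27 (SD, n = 3 arrays, adjusted p = 0.0224). It was lower on 3 of 3 arrays but did not pass the test without array 2 (-1.03) or without array 3 (-0.93), and passed in 8 of 16 alternatives. A second probe of Pax8 was not well above background in either channel of any array. Gdnf, on chromosome 15 from 7784183 to 7784242, had one of -0.83 ± 0.18 (SD, n = 3, adjusted p = 0.0175) and was also lower on 3 of 3 arrays. It did not pass without array 2 (-0.92) or array 3 (-0.84).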

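All 64 genes of Table 1 were found on the arrays. Of these, 63 were lower in the Fgfrl1−/− kidneys, and 62 were lower on all 3 arrays. A difference of more than 1.9-fold was reached by 48 genes, and all 48 had an unadjusted p below 0.05. An adjusted p below 0.05 was reached by 62 genes when adjusted over all genes tested, and by 62 when adjusted over the list alone. Since the study chose the list on these arrays, none of these counts is independent evidence, and neither is the median of the list. The median of the list was a log2 fold change of -1.07. The ratios of the scanner software moved this median most, to -1.72, and under them 0 of the 64 genes passed limma's test, although 58 were more than 1.9-fold lower at an unadjusted p below 0.05. Without array 2, 32 genes of the list passed the test, and without array 3, 8 genes. The 2 genes that did not pass were Metap2, with a log2 fold change of 0.27 (adjusted p = 0.151), and Rbm20, whose probe was well above background on 0 of 3 arrays in the wildtype channel. The Fgfrl1−/− channel was not well above background on 1 or 2 arrays for 10 genes of the list.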

Besides Wnt4, Pax8, Fgf8 and Lhx1, our list included 60 other genes that might contribute to the phenotype of the Fgfrl1 knock-out mice. Among these hits are many genes that have previously been described to be essential for normal kidney development, such as Spry1 [18], Etv4 [19] and Itga8 [20], but there are also several genes whose function in kidney development has not been appreciated so far, including Fzd10, Frzb, Il17rd and Dach1 (Table 1).

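The 7 genes were lower on 3 of 3 arrays, with adjusted p-values from 0.00909 for Frzb to 0.0246 for Fzd10. The log2 fold change was -0.94 ± 0.15 (SD, n = 3 arrays) for Spry1, -1.05 ± 0.27 (SD) for Etv4 and -0.78 ± 0.057 (SD) for Itga8. It was -1.45 ± 0.53 (SD) for Fzd10, -0.94 ± 0.019 (SD) for Frzb, -0.97 ± 0.090 (SD) for Il17rd and -0.89 ± 0.19 (SD) for Dach1. Without array 3, none of these 7 genes passed limma's test, with log2 fold changes of -1.02 for Spry1, -0.99 for Etv4, -0.75 for Itga8, -1.32 for Fzd10, -0.94 for Frzb, -0.93 for Il17rd and -0.84 for Dach1. Without array 2, Spry1 (-0.95), Itga8 (-0.77), Fzd10 (-1.27), Il17rd (-0.95) and Dach1 (-0.83) did not pass either.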

**Table 1:** Genes with reduced expression in Fgfrl1 deficient kidneys.

Nr	Gene Symbol	Gene Description	Gene ID	pValue	Fold Change	Verification Method		GUDMAP
1	Svopl	SV2 related protein homolog-like	320590	0.0022	9.5	qPCR		8950;7412
2	Krt23	keratin 23	94179	0.0014	7.4	qPCR,	WISH	
3	Slc32a1	solute carrier family 32 member 1	22348	0.0015	7.0	qPCR,	WISH	13958
**4**	**Wnt4**	**wingless-related MMTV integration site 4**	**22417**	**0.0013**	**6.2**	**qPCR,**	**WISH**	**8208;11295**
5	Dkk1	dickkopf homolog 1	13380	0.0106	5.4	qPCR,	WISH	9041
6	Egr1	early growth response 1	13653	0.0077	4.9	qPCR		6106;11301
7	Pcp4	immunoglobulin superfamily member 5	18546	0.0043	4.4	qPCR,	WISH	
**8**	**Fgf8**	**fibroblast growth factor 8**	**14179**	**0.0015**	**4.4**	**qPCR,**	**WISH**	
**9**	**Lhx1**	**LIM homeobox protein 1**	**16869**	**0.0028**	**4.1**	**qPCR,**	**WISH**	**5384;7928**
10	Sp5	trans-acting transcription factor 5	64406	0.0185	3.7		WISH	
11	Aldh1a1	aldehyde dehydrogenase family 1, subfamily A1	11668	0.0069	3.5	qPCR		
12	Clec18a	C-type lectin domain family 18 member A	353287	0.0055	3.4	qPCR,	WISH	
**13**	**Fgfrl1**	**fibroblast growth factor receptor-like 1**	**116701**	**0.0035**	**3.1**	**qPCR,**	**WISH**	
14	Bhlhb5	basic helix-loop-helix domain containing, class B5	59058	0.0002	3.0			5911
15	Hes5	hairy and enhancer of split 5	15208	0.0011	3.0			5928
16	Fzd10	frizzled homolog 10	93897	0.0180	2.9			8488
17	Gpx6	glutathione peroxidase 6	75512	0.0116	2.9			
18	Alx1	ALX homeobox 1	216285	0.0104	2.8			5336
19	Lmcd1	LIM and cysteine-rich domains 1	30937	0.0001	2.7			6340
20	Cck	cholecystokinin	12424	0.0247	2.7			
21	Amph	amphiphysin	218038	0.0158	2.7			
22	Aldh1a7	aldehyde dehydrogenase family 1, subfamily A2	26358	0.0164	2.6			
23	Galntl2	polypeptideN-acetylgalactosaminyltransferase-like 2	78754	0.0419	2.6			
24	Jag1	jagged 1	16449	0.0269	2.5	qPCR		8532;11379
25	Hey1	hairy/enhancer-of-split related with YRPW motif 1	15213	0.0101	2.4	qPCR		5912
26	Dll1	delta-like 1	13388	0.0162	2.4	qPCR		11371
27	Plekhg6	pleckstrin homology domain-containing family G6	213522	0.0065	2.4			
28	Akr1b7	aldo-keto reductase family 1, member B7	11997	0.0225	2.4			
29	Greb1	gene regulated by estrogen in breast cancer protein	268527	0.0017	2.3			8529;8891
30	Cxcr4	chemokine (C-X-C motif) receptor 4	12767	0.0233	2.3	qPCR		
31	Uncx	UNC homeobox	22255	0.0060	2.3	qPCR		5729
32	Notum	notum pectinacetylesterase homolog	77583	0.0061	2.3			
33	Bmp2k	BMP2 inducible kinase	140780	0.0434	2.3	qPCR		
34	C1qdc2	family with sequence similarity 132, member A	67389	0.0101	2.3			9273
35	Ism1	isthmin 1 homolog	319909	0.0106	2.3			
36	Lef1	lymphoid enhancer binding factor 1	16842	0.0071	2.3	qPCR		5539
37	Msx2	homeobox, msh-like 2	17702	0.0358	2.2	qPCR		5365
**38**	**Pax8**	**paired box gene 8**	**18510**	**0.0202**	**2.2**	**qPCR,**	**WISH**	**10742;11179**
39	Etv4	ets variant gene 4 (E1A enhancer binding protein)	18612	0.0414	2.2			5486;12534
40	Bmp2	bone morphogenetic protein 2	12156	0.0020	2.2	qPCR		8949
41	B3galt5	beta-1,3-galactosyltransferase 5	93961	0.0131	2.2			
42	Apom	apolipoprotein M	55938	0.0127	2.1			10784
43	Cxcl14	chemokine (C-X-C motif) ligand 14	57266	0.0175	2.1			8425
44	Ankrd56	mus musculus ankyrin repeat domain 56	78088	0.0165	2.1			
45	Frzb	frizzled-related protein	20378	0.0102	2.1	qPCR,	WISH	
46	Naaa	N-acylethanolamine acid amidase	67111	0.0077	2.1			
47	Osr2	odd-skipped related 2	107587	0.0094	2.0	qPCR		6335;13623
48	Il17rd	interleukin 17 receptor D	171463	0.0003	2.0	qPCR,	WISH	
49	Cpa2	carboxypeptidase A2, pancreatic	232680	0.0072	2.0			
50	Lbx2	ladybird homeobox homolog 2	16815	0.0400	2.0	qPCR		6590
51	Spry1	sprouty homolog 1	24063	0.0183	2.0		WISH	
52	Col13a1	collagen type XIII, alpha 1	12817	0.0034	2.0			8082
53	Dusp2	dual specificity phosphatase 2	13537	0.0003	2.0			
54	Rbm20	RNA binding motif protein 20	73713	0.0107	2.0			
55	Cdh4	cadherin 4	12561	0.0221	2.0			7763
56	Chrdl2	chordin-like 2	69121	0.0349	2.0			
57	Gldc	glycine decarboxylase	104174	0.0207	1.9			
58	Itga8	integrin alpha 8	241226	0.0062	1.9	qPCR		
59	Car4	carbonic anhydrase 4	12351	0.0006	1.9			
60	Metap2	methionine aminopeptidase 2	56307	0.0234	1.9			
61	Unc93a	unc-93 homolog A	381058	0.0076	1.9			
**62**	**Gdnf**	**glial cell line derived neurotrophic factor**	**14573**	**0.0445**	**1.9**	**qPCR**		
63	Dach1	dachshund 1	13134	0.0062	1.9	qPCR,	WISH	
64	Hs3st3b1	heparan sulfate(glucosamine)3-O-sulfotransferase3B1	54710	0.0342	1.9			11741

**Table 2:** Verification of differential gene expression by qPCR.

Gene	Fold change wt/ko qPCR				Fold change wt/ko
	E11.5	E12.5	E14.5	E16.5	array E12.5
Slc32a1	0.8	>20	13.4	11.7	7
Krt23	7.5	17.4	1.5	3.6	7.4
Pcp4	2.7	17	6	1	4.4
**Wnt4**	**2.3**	**13.3**	**3.8**	**2.3**	**6.2**
**Pax8**	**1.5**	**9.6**	**3.9**	**4.7**	**2.2**
Svopl	11.1	9.4	10.6	>20	9.5
**Fgf8**	**3.2**	**9.2**	**16.4**	**>20**	**4.4**
Il17rd	2.3	8.5	5.9	4.9	2
Lef1	2.4	8.2	0.8	2.1	2.3
**Lhx1**	**0.7**	**7.7**	**12.7**	**>20**	**4.1**
Jag1	2	7.4	5.7	3.9	2.5
Uncx	1.6	7	10.1	17.2	2.3
Itga8	3.1	6.9	2.6	2.1	1.9
**Fgfrl1**	**>20**	**6.8**	**7.5**	**>20**	**3**
Frzb	2.5	6.1	2.9	3.4	2.1
Dach1	1.7	6	4	5.1	1.9
Bmp2	0.8	5.2	7.9	6.3	2.2
Osr2	2.9	4.8	11.7	>20	2
Egr1	1	4.6	2.1	1.5	4.9
Aldh1a1	9.8	4	6.3	3.7	3.5
**Gdnf**	**3.5**	**3**	**3.1**	**4.1**	**1.9**
Cxcr4	1.7	3.4	3.7	3.1	2.3
Dkk1	2.5	3	13.1	>20	5.4
Clec18a	2.1	2.3	>20	>20	3.4
Lbx2	0.8	2.1	2.1	1.5	2
Bmp2k	1	2	1	1	2.3
Dll1	1.1	1.7	7.4	13.6	2.4
Msx2	0.4	1.6	1.2	0.7	2.2
Hey1	1.6	1.4	3.3	5	2.4
Tcfcp2l1	3.1	1.4	1.2	3.6	0.5
Cxcl12	2.2	1.3	0.7	1.2	0.5
Rps9	1.9	1.2	1.8	2.4	1.1
Gapdh	1	1	1	1	1
Col1a1	0.8	1	0.7	0.5	0.5

### Validation by quantitative PCR

In order to confirm the results of the DNA microarray, we quantified the mRNA levels of selected genes by RT-PCR. For this purpose, we focused on hits that had yielded large differences between wildtype and mutant kidneys. In this way, 29 down-regulated genes, two control genes (Rps9 and Gapdh) and 3 up-regulated genes were analyzed by qPCR (Table 2). For the majority of the down-regulated hits, the qPCR results were found to be in good agreement with the microarray data, although the differences (fold changes) observed by qPCR were larger than those determined by microarray analysis. 

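The array values of the 29 genes were compared with the paper's qPCR fold changes at E12.5 in Table 2, both as log2 of wildtype over Fgfrl1−/−. Across these genes, which are not independent replicates, Spearman's rho was 0.452 (2-sided permutation test, 100000 resamples, p = 0.0144, Benjamini-Hochberg adjusted 0.0144) and Pearson's r was 0.516 (p = 0.00437 from the same permutation test, adjusted 0.00874). These 2 correlations were the only ones computed in this comparison. Without the 2 genes farthest from the median array value, r was 0.434 and rho 0.343. With the mean of all probes of a gene, the alternative that moved rho most, it was 0.220. The paper gives Slc32a1 as a lower bound, which entered at that bound, and without this gene rho was 0.395. The paper's qPCR value was larger than the array value for 24 of the 29 genes. The median fold change was 2.22 on the arrays, and the median of the paper's qPCR values is 6.1. As log2 of Fgfrl1−/− over wildtype, the opposite direction, the control gene Rps9 had an array value of -0.10 ± 0.12 (SD, n = 3 arrays, adjusted p = 0.554), and -0.65 under median centring. That of Gapdh was 0.077 ± 0.12 (SD, n = 3, adjusted p = 0.662), with the opposite sign under median centring (-0.43), the mean of probes (-0.046) and the choice of any probe (-0.17).

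**Figure D2:**
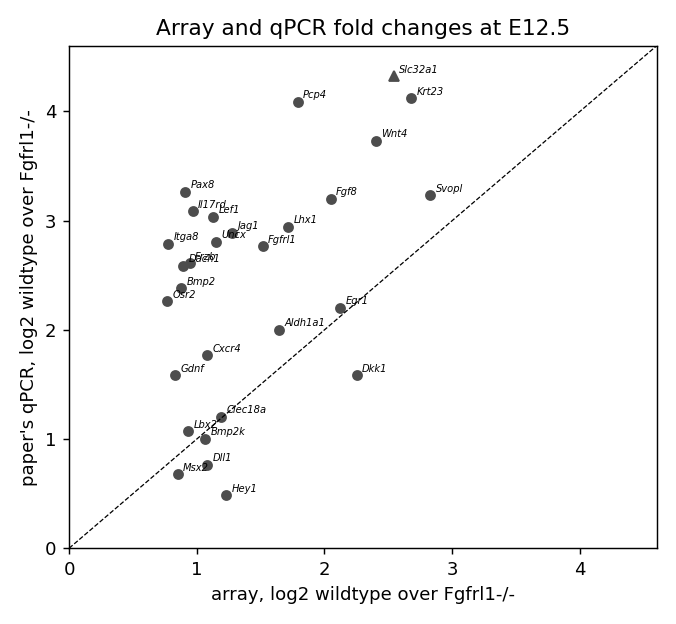
Log2 fold change of wildtype over Fgfrl1−/− on the arrays (x axis, mean of 3 arrays) and in the paper's qPCR at E12.5 (y axis) for 29 genes, with a dashed line where both are equal and a triangle for Slc32a1, given as a lower bound. Of the 29 genes, 24 lie above the line.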

Only three genes (Dll1, Msx2, Hey1) showed a minimal fold change <1.9 by qPCR, which had been selected as cutoff above.

In sharp contrast to the down-regulated transcripts, none of the up-regulated transcripts (Tcfcp2l1, Cxcl12, Col1a1) could be confirmed by qPCR as the fold changes observed by qPCR were between 1.0 and 1.4. 

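On the arrays, Tcfcp2l1 (now Tfcp2l1; probe on chromosome 1 of mm8 from 120512615 to 120512674) had a log2 fold change of 0.86 ± 0.093 (SD, n = 3 arrays, adjusted p = 0.0121). Cxcl12 had one of 0.74 ± 0.12 (SD, n = 3, adjusted p = 0.0172), and Col1a1 one of 0.84 ± 0.18 (SD, n = 3, adjusted p = 0.0172). The 3 genes were higher on 3 of 3 arrays. With median centring the increases were 0.59, 0.23 and 0.29, and none of the 3 passed limma's test. They did not pass without array 2 (0.91 for Tfcp2l1, 0.69 for Cxcl12 and 0.79 for Col1a1) or without array 3 (0.81, 0.74 and 0.94) either. The 3 other probes of Tfcp2l1 had log2 fold changes of 0.45, 0.54 and 0.12, none of which passed. The second probe of Cxcl12 had 1.03, and the 2 other probes of Col1a1 had 0.95 and 0.038.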

We may therefore conclude that the lack of Fgfrl1 expression in the mutant kidneys was barely compensated for by the up-regulation of other genes. In particular, the classical receptors Fgfr1-Fgfr4 did not show altered expression in the mutant kidneys.

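The log2 fold change was 0.032 ± 0.28 (SD, n = 3 arrays, adjusted p = 0.921) for Fgfr1, 0.20 ± 0.19 (SD, adjusted p = 0.309) for Fgfr2, -0.13 ± 0.073 (SD, adjusted p = 0.384) for Fgfr3 and 0.080 ± 0.065 (SD, adjusted p = 0.608) for Fgfr4, and none passed the test. Fgfr1 was positive here and negative under median centring (-0.13), the choice of any probe (-0.13), without array 2 (-0.12), with a single value per slide (-0.024) and with the mean of probes (-0.0068). Fgfr2 was negative under median centring (-0.036) and the mean of probes (-0.0031), and it passed without array 1, where its log2 fold change was 0.31. That fit holds the arrays of 1 slide only. Fgfr4 was negative under median centring (-0.11), and Fgfr3 was negative under every alternative, between -0.24 and -0.027. The mean was smaller than the SD of the 3 arrays for Fgfr1, and larger than it for Fgfr2, Fgfr3 and Fgfr4.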

For the microarray experiment, we had used E12.5 kidneys because overt differences in the phenotype between wildtype and Fgfrl1 deficient kidneys appear at this developmental stage. However, changes in gene expression may occur prior to the actual appearance of an altered phenotype and these changes may or may not persist throughout kidney development. We therefore analyzed the 29 down-regulated genes, the 3 up-regulated genes and the two control genes also at three additional time points during kidney development, one prior to and two after the stage used for the microarray experiment (E11.5, E14.5, E16.5). These data are also included in Table 2. Although some of the results might be difficult to interpret, the majority of the genes can clearly be grouped into two different categories. One category includes genes whose fold changes show a bell-shaped curve during embryonic development (e.g. Slc32a1, Pcp4, Wnt4, Lef1, Itga8, Egr1). These genes might preferentially be required during the initial stages of nephron development. The other category includes genes whose fold changes steadily increase throughout development (e.g. Fgf8, Lhx1, Uncx, Osr2, Dkk1, Clec18a, Dll1). It is likely that these genes are particularly needed at later stages of nephron development.

### Validation by WISH

To further validate our data and to examine the spatial expression pattern of the genes in the kidney, we performed whole-mount in situ hybridization experiments (WISH). For this purpose, we used E14.5 kidneys because samples at this stage revealed a clearer expression pattern than samples at E12.5 due to the increased size and the generally stronger gene expression level [9]. We primarily focused on genes, which had shown a difference >3 and which had not yet been annotated in the GUDMAP database (www.gudmap.org). In total 12 genes were tested, including the positive control Calb1 (Fig. 3). Calb1 revealed the expected expression pattern in the ureteric bud and its derivatives, in both the wildtype and the Fgfrl1 knock-out kidneys. In contrast, expression of the other 11 genes was significantly reduced or even absent in the Fgfrl1 deficient kidneys (Fig. 3). Likewise, expression of the four nephrogenic marker genes Wnt4, Fgf8, Lhx1 and Pax8 that had been analyzed by WISH in our previous study was not detected in the Fgfrl1−/− kidneys [9]. Thus, our in situ hybridization data confirmed the microarray and the qPCR results.

**Figure 3:**
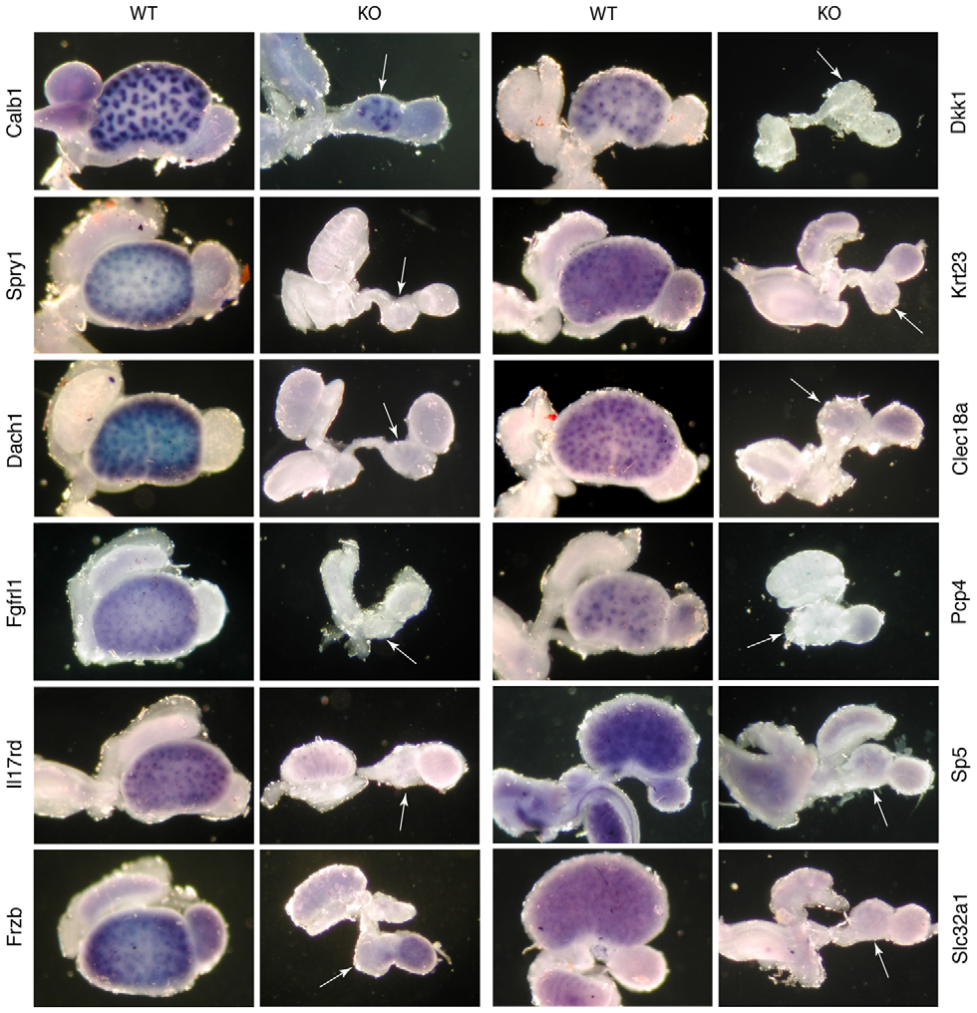
Whole mount in situ hybridization (WISH) of selected marker genes in E14.5 kidneys. Kidneys from wildtype and Fgfrl1 knock-out mice were hybridized with digoxigenin-labeled RNA probes and the probes were detected with alkaline phosphatase conjugated antibodies against digoxigenin. All probes produced clear expression patterns in the wildtype kidneys. In contrast, the same probes did not display any pattern in knock-out kidneys, with the exception of Calb1 that was included as a positive control. The white arrows indicate the kidney rudiments of the knock-out embryos.

It is of interest to note that most of the genes detected by WISH in the wildtype kidneys were expressed in the ureteric bud and/or in developing nephrogenic structures, such as renal vesicles and s-shaped bodies. These genes included Wnt4, Fgf8, Lhx1 and Pax8 from the previous study and Spry1, Dach1, Dkk1, Il17rd, Frzb, Krt23, Clec18a and Pcp4 from the present study (Fig. 3). In contrast, expression of the transcription factor Sp5 and the amino acid transporter Slc32a1 was rather diffuse, revealing no distinct pattern. We may therefore conclude that the majority of the differentially expressed genes identified by microarray analysis and confirmed by WISH showed expression in renal vesicles and s-shaped bodies, structures that are missing in our Fgfrl1 deficient mice.

## Discussion

In the present study we demonstrated that Fgfrl1 is expressed in the ureteric bud and in all nephrogenic structures of wildtype mice, including renal vesicles and comma- and s-shaped bodies. Mice lacking the Fgfrl1 gene do not develop any nephrogenic structures. 

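Of the 41 genes at least 2-fold lower in the Fgfrl1−/− kidneys, 37 are listed in Table 1. The 4 others are Lhx1os, Ackr4, Fam162b and Slco4c1, of which Ackr4 did not pass the test and was low on array 1 (-3.46) but not on arrays 2 (-0.047) and 3 (0.082). Averaging the probes of a gene kept the fewest of the 41 genes at least 2-fold lower, 31. In the other alternatives between 36 and 41 of them remained, with dim probes left out 40, since Ackr4 is then not tested. Over the 64 genes of Table 1, the median difference was 2.10-fold lower in the Fgfrl1−/− kidneys.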

A careful analysis of the kidney transcriptome from wildtype and knock-out mice allowed us to identify more than 50 genes that act - directly or indirectly - downstream of Fgfrl1 in the regulatory cascade of genes required for early nephron development. Many of these genes appear to be involved in well-established signaling pathways. However, it cannot be deduced from our study whether all these genes are directly involved in the same signaling pathway as Fgfrl1. Since Fgfrl1 deficient mice do not develop any renal vesicles it is also possible that some of the identified mRNAs lack in the Fgfrl1 null mice simply because they are normal constituents of renal vesicles. To minimize such “secondary” effects, we analyzed kidneys at stage E12.5 where the first nephrogenic structures become visible and where the first phenotypic differences between wildtype and Fgfrl1−/− mice are observed.

### FGF signaling pathway

By virtue of our microarray approach, we found five down-regulated genes (Fgf8, Spry1, Il17rd, Ism1, Etv4) that are involved, directly or indirectly, in Fgf signaling. 

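For Fgf8, the log2 fold changes on arrays 1, 2 and 3 were -1.66, -2.23 and -2.26. A second probe of Fgf8, well above background in the Fgfrl1−/− channel on 1 of 3 arrays, had -0.39 (adjusted p = 0.0881). Ism1 had a mean of -1.09 ± 0.073 (SD, n = 3 arrays, adjusted p = 0.00801) and was lower on 3 of 3 arrays, but did not pass without array 3 (-1.06). Its second probe was well above background on 0 of 3 arrays in the wildtype channel. Spry1 had -1.10, -0.93 and -0.79 on the 3 arrays, Etv4 -1.25, -0.74 and -1.16, and Il17rd lay between -1.04 and -0.87. The array holds 4 probes for Il17rd, and the 3 others had log2 fold changes of -0.13, 0.069 and -0.12, of which the last was not well above background on any array. With the mean of its probes, Il17rd had -0.29 and did not pass limma's test. Of 14 genes listed before the test as an Fgf synexpression group, 13 were lower, with a median of -0.54. The camera test of limma, with a preset correlation of 0.01 between genes, gave an adjusted p of 2.22e-09 over 13 lists. The adjusted p was 0.00831 with fry and 0.141 with camera's estimated correlation, so the difference of the list did not hold under the latter. Without the 5 genes that are also in Table 1, the median was -0.32.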

Fgf8 is essential for nephron formation as mice lacking this gene do not progress beyond the renal vesicle stage [4], [5]. Interestingly, Fgf8 is one of the best ligands for Fgfrl1 as demonstrated by a ligand dot blot assay [14]. Spry1 is an antagonist of Fgf signaling, which is crucial for normal outgrowth of the ureteric bud as Spry1−/− embryos possess supernumerous ureteric buds [18]. Il17rd (also termed Sef), Ism1 and Etv4 belong to the Fgf synexpression group [20]–[22]. This group comprises several genes that show a similar spatiotemporal expression pattern and that may serve a similar function during development. Fgfrl1 [10], Il17rd [21], Spry2 and Spry4 [23] have been reported to act as negative regulators of Fgf signaling. The exact function of Fgfrl1 is not yet known, but we have speculated that it might act as a decoy receptor, which sequesters Fgf ligands away from the actively signaling receptors, or as a dominant negative binding partner, which interacts with the other receptors and inhibits transphosphorylation of the intracellular domains [13]. If this were true, one would expect up-regulation of genes that act downstream of FGF signaling, such as Fgfr1, Fgfr2 or FGF8, resulting in increased numbers of ureteric buds and nephrogenic structures. In sharp contrast, Fgfrl1 null mice have a phenotype with renal dysplasia [9] very similar to mice with a conditional disruption of Fgf8 [4], [5] or a compound disruption of the two receptors Fgfr1 and Fgfr2 [24]. This observation suggests that Fgfrl1 might act as a positive regulator of FGF signaling during kidney development and not as a decoy receptor.

### WNT signaling pathway

The Wnt signaling pathway is often activated in concert with Fgf signaling during developmental processes [25]. 

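Lef1 had a log2 fold change of -1.13 ± 0.29 (SD, n = 3 arrays, adjusted p = 0.0172), and was lower on 3 of 3 arrays. It did not pass the test without array 2 (-1.04) or array 3 (-1.05). Of its other probes, one had -0.90 (adjusted p = 0.0408), and one was not well above background on any array. Sp5 had -1.66 ± 0.57 (SD, n = 3, adjusted p = 0.0205), with -1.01, -2.01 and -1.98 on arrays 1, 2 and 3. Fzd10 was -0.84 on array 1, -1.81 on array 2 and -1.71 on array 3, and its second probe had a mean of -1.11. It passed in 9 of 16 alternatives, the fewest among Wnt4, Fzd10, Frzb, Lef1 and Sp5. Frzb was -0.96, -0.92 and -0.95 on the 3 arrays, the smallest spread of the 5 genes, and it passed in 12 of 16.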

We found by our microarray approach at least five genes that have been implicated in Wnt signaling, namely Wnt4, Fzd10, Frzb, Lef1 and Sp5. Among these hits, Wnt4 ranked at the top with a 6-fold expression difference between wildtype and knock-out mice when measured by microarray and 13-fold when verified by qPCR experiments. 

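Wnt4 took rank 4 among the genes that were lower on the arrays, with a difference of 5.29-fold. Its log2 fold changes were -2.09, -2.35 and -2.77 on arrays 1, 2 and 3. Over the 16 alternatives its log2 fold change stayed between -3.04 and -2.22.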

Wnt4 is usually expressed in the metanephric mesenchyme, where it induces the mesenchymal-to-epithelial transition. Therefore mice lacking Wnt4 activity show a greatly reduced number of nascent nephrogenic structures [6].

In a recent study, Valerius & McMahon [26] performed a transcriptional profiling screen using Wnt4 deficient kidneys. The authors identified 236 genes with differential expression levels between wildtype and Wnt4−/− kidneys. 

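Dkk1 had a log2 fold change of -2.25 ± 0.18 (SD, n = 3 arrays, adjusted p = 0.00177), and its second probe had -1.52 (adjusted p = 0.0201). Egr1 had -2.12 ± 0.60 (SD, n = 3, adjusted p = 0.0146), with -1.45 on array 1, -2.34 on array 2 and -2.58 on array 3. It did not pass the test without array 3 (-1.89). Pcp4 had -1.79 ± 0.40 (SD, n = 3, adjusted p = 0.012), and passed with any 1 array left out. Hes5 had -1.39 ± 0.19 (SD, n = 3, adjusted p = 0.00801), but did not pass without array 3 (-1.33). Each of these 4 genes was lower on 3 of 3 arrays.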

Interestingly, several genes exhibiting reduced expression in their study were also found to be down-regulated in our study, such as Dll1, Pcp4, Dkk1, Pax8, Fgf8, Lhx1, Hes5, Hey1 and Egr1. This result can be explained by the fact that Fgfrl1 acts upstream of Wnt4 in the cascade of regulatory genes as Fgfrl1 deficient mice lack Wnt4 expression in their kidney rudiments.

The other members of the Wnt signaling cascade that were significantly down-regulated in our study appear to have diverse functions. Fzd10 is one of the receptors for Wnt ligands. Frzb is a secreted, frizzled-related receptor that interferes with Wnt signaling. Lef1 is a transcription factor participating in Wnt signaling. Canonical Wnt signaling leads to the stabilization of ß-catenin, which - after translocation to the nucleus - interacts with transcription factors of the Lef/Tcf family to induce expression of target genes [27]. Sp5 is a member of the Sp1 transcription factor family. It ranks among the ten best hits of our microarray analysis. 

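Sp5 took rank 11 among the genes that were lower, with a probe on chromosome 2 of mm8 from 70278470 to 70278529. Its rank was 10 without background subtraction and with the authors' deposited ratios, 9 without array 1 and 8 with the mean of probes, and it lay between 11 and 14 in the other 12 alternatives. It did not pass limma's test without array 2 (-1.49) or without array 3 (-1.51).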

Fujimura et al. [28] presented evidence that Sp5 is involved in Wnt signaling since constitutive activation of the Wnt/ß-catenin pathway resulted in the up-regulation of Sp5 expression in the mouse telencephalon.

### Bmp signaling

With our microarray, we found reduced expression of Bmp2 and Bmp2k. 

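Bmp2, with a probe on chromosome 2 of mm8 from 133252686 to 133252745, had a log2 fold change of -0.88 ± 0.10 (SD, n = 3 arrays, adjusted p = 0.0121). It was lower on 3 of 3 arrays, and did not pass the test without array 2 (-0.91) or array 3 (-0.82). Bmp2k, with a probe on chromosome 5 from 97331093 to 97331152, had one of -1.06 ± 0.27 (SD, n = 3, adjusted p = 0.0172). It was lower on 3 of 3 arrays and did not pass without array 3 (-1.07). The 3 other probes of Bmp2k had log2 fold changes of -0.30, 0.11 and 0.15, none of which passed, and with the mean of its probes the gene had -0.28 and did not pass limma's test.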

The Bmps play a key role in the development of the skeleton, but they are also involved in patterning of the metanephric kidney [29]. Bmp2 is expressed in the distal renal vesicle as shown by Georgas et al. [30]. The authors suggested that Bmp2 might be involved - together with other factors - in the fusion of the renal vesicle with the ureteric tip. Bmp2k is a serine/threonine protein kinase whose expression is induced after addition of Bmp2 to prechondroblastic cells in order to trigger their differentiation [31]. However, the role of Bmp2k during nephron formation has not yet been investigated.

### Notch signaling pathway

Notch signaling is required to pattern the distal and proximal tubule of the nephron [32]. 

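Jag1 had a log2 fold change of -1.27 ± 0.48 (SD, n = 3 arrays, adjusted p = 0.0277), with -0.72 on array 1, -1.52 on array 2 and -1.59 on array 3. Its probe lies on chromosome 2 of mm8 from 136773138 to 136773197. A second probe was well above background on 0 of 3 arrays in the wildtype channel. Dll1 had -1.08 ± 0.34 (SD, n = 3, adjusted p = 0.0213). Jag1 and Dll1 did not pass the test without array 2 (-1.15 and -1.02) or without array 3 (-1.12 and -0.95). Hey1 had -1.23 ± 0.15 (SD, n = 3, adjusted p = 0.00909), and did not pass without array 3 (-1.23). The 3 genes were lower on 3 of 3 arrays.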

In our microarray, the Notch ligands Jag1 and Dll1 as well as the downstream effector Hey1 were down-regulated. However, Hey1 and Dll1 showed only mild reduction when validated by qPCR (1.4- and 1.7-fold, respectively), in contrast to Jag1, whose expression was reduced 7.4-fold. Jag1 is known to interact with Notch2 and other Notch receptors [33]. It regulates ureteric budding and branching by crosstalk with Gdnf/Ret signaling [34]. It is therefore likely that downregulation of Jag1 in the Fgfrl1 deficient kidneys reduces Notch signaling and hence interferes with normal nephron development.

### Six-Eya-Dach signaling pathway

Six (sine oculis), Eya (eyes absent) and Dach are transcription factors that constitute the “retinal determination network”, whose loss inhibits eye development and whose forced expression leads to ectopic eye formation [35]. It is believed that the three factors form a complex that binds to the promoter region of target genes to control eye formation in mammals and insects. Besides their function in eye formation, Six1 and Eya1 are also involved in the development of the metanephric kidneys of mammals [36] as targeted deletion of either one of these genes leads to severe kidney malformation. Targeted disruption of Dach1, however, does not seem to have any obvious effect on kidney or eye formation, although mice without Dach1 exhibit postnatal lethality [37].

In our gene array, Six1 and Eya1 were not differentially expressed (fold change 1.1 and 1.3, respectively). This is in contrast to Dach1, which was significantly down-regulated (qPCR 6.0-fold, Table 2). It is therefore likely that Six1 and Eya1 act upstream, while Dach1 acts downstream of Fgfrl1 in the same regulatory network of genes that are required for kidney development. 

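The probe of Eya1 lies on chromosome 1 of mm8 from 14154286 to 14154345 and was well above background in both channels of all 3 arrays. A second probe of Eya1 had a log2 fold change of -0.33 (adjusted p = 0.18).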

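The array value of Dach1 came from a probe on chromosome 14 of mm8 from 96670075 to 96670134, with log2 fold changes of -0.67, -1.02 and -0.99 on arrays 1, 2 and 3 and a mean difference of 1.86-fold (adjusted p = 0.0172). The mean was -0.83 without array 2 and -0.84 without array 3, and Dach1 passed limma's test in neither case. A second probe of Dach1, well above background in both channels of all 3 arrays, had -0.39 (adjusted p = 0.168).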

As a matter of fact, the phenotypes of Fgfrl1, Eya1 and Six1 deficient mice look intriguingly similar. All of them show kidney and bone malformations [9], [38], [39]. In addition, Six1 and Fgfrl1 knock-out mice exhibit defects in the diaphragm [16], [40]. Dach1 is expressed in developing nephrons, primarily in comma- and s-shaped bodies [41]. This is consistent with our WISH experiments where a prominent signal for Dach1 was found in the metanephric mesenchyme surrounding the ureteric tips (Fig. 3). Brunskill et al. [42] observed strong upregulation of Dach1 during nephron formation, especially when the stage of the renal vesicle was compared with that of the s-shaped body (46-fold). It is likely that Fgfrl1 is involved in this upregulation since our Fgfrl1 deficient kidneys show strongly reduced Dach1 expression.

### Conclusions

We have identified a number of genes that act downstream of Fgfrl1 signaling in the regulatory hierarchy of genes required for early nephron development. Several of these genes are involved in Fgf/Fgfr, Wnt/ß-catenin, Bmp, Notch, and Six/Eya/Dach signaling. The downregulation of these genes might be responsible for the lack of nephrogenesis observed in Fgfrl1 knock-out mice. For some of the identified genes, a potential involvement in the development of the metanephric kidneys has not yet been appreciated (e.g. Fzd10, Frzb, Il17rd and Dach1). Our study should therefore help to define the minimal set of genes that is required for normal nephron formation.

## Materials and Methods

### Animals

All animal work was conducted according to the relevant national guidelines and was approved by the Amt für Landwirtschaft und Natur of Bern (approval number 69/09). The Fgfrl1 deficient mice have previously been described [9]. Littermates of wildtype and Fgfrl1 knock-out mice were used for all experiments. For an exactly timed pregnancy, the noon of the day, at which a vaginal plug was detected, was considered as E0.5.

### DNA Microarray analysis

Kidney rudiments were dissected in parallel from wildtype and Fgfrl1 knock-out mice of stage E12.5. Total RNA was extracted from pooled kidney rudiments (n = 6–9) with the GeneElute miniprep kit from Sigma-Aldrich Co. The quality of the RNA was assessed with an Agilent 2100 Bioanalyser (Agilent Technologies, Palo Alto, CA, USA). Three individual RNA preparations from wildtype mice and three individual RNA preparations from Fgfrl1 knock-out mice were separately transcribed into double stranded cDNA in the presence of RNA poly-A controls (RNA Spike-In Kit, Agilent 5188-5279). The cDNAs were transcribed with T7 polymerase into cRNA utilizing cyanine 3-CTP (Cy3) for knock-out and cyanine 5-CTP (Cy5) for wildtype samples, respectively (Agilent 5190-0444). No amplification step was performed. The three pairs of fluorescently labeled cRNA were hybridized for 17 h at 65°C to an Agilent gene expression array (Whole Mouse Genome Microarray 4×44 K, G4122F) according to the instructions of the manufacturer utilizing reagents from the Gene Expression Hybridization Kit (Agilent 5188-5242). The slides were washed and scanned using an Agilent G2565BA microarray scanner. Signals were extracted from images using the Agilent Feature Extraction software version 10. Data analysis was performed on the R platform for statistical computing with packages from the Bioconductor project [43]. Gene annotation and identifier conversions were retrieved from the Mouse Genome Database (MGD, http://www.informatics.jax.org). All microarray data were deposited in the GEO database and comply with MIAME standards (accession number GSE32013).

### Quantitative PCR analysis

Quantitative PCR was performed as previously described [9]. In brief, the RNA was transcribed into first strand cDNA with reverse transcriptase from Moloney Murine Leukemia Virus. The cDNAs were quantified by real time PCR on an ABI 7500 platform using the primer pairs listed in Table S1.

### In situ hybridization

Whole-mount in situ hybridization (WISH) was performed as described before [9]. Different hybridization probes were generated by PCR utilizing cDNA prepared from E16.5 kidneys and the primer pairs listed in Table S2.

In situ hybridization on thin sections (SISH) was performed according to Koch et al. [44] with minor modifications. Sense and anti-sense riboprobes for Fgfrl1 were prepared by reverse transcription from the full-length cDNA cloned into the vector pcDNA3.1 (+/−) using the digoxigenin RNA labeling kit from Roche Diagnostics (Rotkreuz, Switzerland). Dissected kidneys were fixed with paraformaldehyde (4% PFA in PBS, overnight at 4°C) and incubated in a sucrose solution (30% sucrose in PBS, overnight at 4°C). Equilibrated samples were embedded in Tissue-Tek, frozen on dry ice and cut to 12 µm sections. Cryosections were fixed with PFA (4% in PBS, 20 min at RT) and digested with proteinase K (10 µg/ml, 10 min at RT). After refixation (4% PFA, 20 min), sections were acetylated (0.25% acetic anhydride, 0.1 M triethanolamine, pH 8.0, 10 min). Acetylated sections were prehybridized in hybridization buffer (50% formamide, 4× SSC, 2× Denhardt's solution, 5% dextran sulfate, 100 µg/ml yeast tRNA, 5 h at RT) and hybridized with the Fgfrl1 probe (overnight at 68°C with 1 µg/ml of the digoxigenin-labeled riboprobe). After a series of washing steps (wash 1: 0.2× SSC, 30 min at 60°C; wash 2: 50% formamide, 2× SSC, 30 min at RT; wash 3: 0.2× SSC, 10 min at RT; wash 4: 0.1 M maleic acid, 0.15 M NaCl, 0.1% Tween-20, pH 7.4, 15 min at RT) the sections were blocked with BSA (3% in Tris buffered saline, 2 h at RT) and incubated with anti-digoxigenin antibodies (alkaline phosphatase-conjugated Fab fragments from Roche, diluted 1∶2000, overnight at 4°C). The slides were rinsed and equilibrated with detection buffer (0.1 M Tris, 0.1 M NaCl, 50 mM MgCl_2_, pH 9.5). Finally, the hybridization signal was developed with BM Purple (Roche, 12–24 h at RT) and the slides were photographed under an Olympus BX-51 microscope.

## Supporting Information

Table S1 **Primers used for RT-PCR.**
(DOC) Click here for additional data file.

Table S2 **Primers used for WISH. Underlined nucleotides indicate restriction sites used for subcloning.**
(DOC) Click here for additional data file.

# Supplementary material for: Comparison of the Gene Expression Profiles from Normal and Fgfrl1 Deficient Mouse Kidneys Reveals Downstream Targets of Fgfrl1 Signaling
**Source:** PLoS One. 2012 Mar 14;7(3):e33457. doi: 10.1371/journal.pone.0033457
**Supplement:** Table S2 — Primers used for WISH. Underlined nucleotides indicate restriction sites used for subcloning.

| **Table S2. Primers used for WISH**  Underlined nucleotides indicate restriction sites used for subcloning. | |  |
| --- | --- | --- |
| Primer name | **Sequence (5'3')** | Accession number |
| Calb1 up | ATGGATCCGACGGAAGTGGTTACCTGGA | NM_009788 |
| Calb1 low | TATCTAGATAAGAGCAAGGTCTGTTCGGTA |  |
| Clec18a up | ATGGATCCCTGAAGGGCTGCAGTACAGA | [NM_181549](http://www.ncbi.nlm.nih.gov/nuccore/NM_181549.3) |
| Clec18a low | TATCTAGATCACTGTCAGTCACCTCGTTG |  |
| Dach1 up | ATGAATTCATCCAGGGTGGAGACATCT | [NM_007826](http://www.ncbi.nlm.nih.gov/nuccore/NM_007826.2) |
| Dach1 low | TATCTAGATCAGGGGTCAGGGAGTCAT |  |
| Dkk1 up | ATGGATCCAGTTGAGGTTCCGCAGTCC | [NM_010051](http://www.ncbi.nlm.nih.gov/nuccore/NM_010051.3) |
| Dkk1 low | TATCTAGAGCTGGCTTGATGGTGATCTT |  |
| Frzb up | ATGGATCCACAGCACCCAGGCTAACG | [NM_011356](http://www.ncbi.nlm.nih.gov/nuccore/NM_011356.4) |
| Frzb low | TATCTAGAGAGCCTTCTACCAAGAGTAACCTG |  |
| Il17rd up | ATGGATCCGGCAGTCACCATTCTTTGGT | [NM_134437](http://www.ncbi.nlm.nih.gov/nuccore/NM_134437.3) |
| Il17rd low | TATCTAGAGCGAACGCAGATATGACAAC |  |
| Krt23 up | ATGGATCCAGAGAACCCAGCCACAGAAA | [NM_033373](http://www.ncbi.nlm.nih.gov/nuccore/NM_033373.1) |
| Krt23 low | TATCTAGAGCAGCACCTTGTGTTCATTG |  |
| Pcp4 up | ATGGATCCAAAAGCCAGGACCAGGGAAG | [NM_008791](http://www.ncbi.nlm.nih.gov/nuccore/NM_008791.2) |
| Pcp4 low | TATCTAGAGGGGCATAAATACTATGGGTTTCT |  |
| Slc32a1 up | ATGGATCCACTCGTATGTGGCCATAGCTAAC | [NM_009508](http://www.ncbi.nlm.nih.gov/nuccore/NM_009508.2) |
| Slc32a1 low | TATCTAGAGCCTTCCTGGAAGAGAGACTTC |  |
| Sp5 up | ATGGATCCCACCTGCCGCCAGTTATC | [NM_022435](http://www.ncbi.nlm.nih.gov/nuccore/NM_022435.2) |
| Sp5 low | TATCTAGAAAGGTGCTGGGAAAGATGTC |  |
| Spry1 up | ATGGATCCTCTTTGTGCCTACCCTGCTT | [NM_011896](http://www.ncbi.nlm.nih.gov/nuccore/NM_011896.2) |
| Spry1 low | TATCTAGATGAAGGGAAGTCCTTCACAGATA |  |

How the deposited data were processed for this re-analysis (not part of the article)

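Kidney rudiments were compared at E12.5 in 3 pairs of RNA pools, 1 Fgfrl1−/− pool and 1 wildtype pool per array. According to the paper's methods, 6 to 9 rudiments went into a pool, the Fgfrl1−/− cRNA was labelled with Cy3 and the wildtype cRNA with Cy5, and hybridization lasted 17 h at 65 °C. The dyes were swapped on 0 arrays. The numbers 1, 2 and 3 stand for the arrays in the order of their labels and carry no other order. Array 1 lay on one slide, and arrays 2 and 3 on another.

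For each array, the authors deposited the output of Agilent Feature Extraction, version 9.5.3.1 for array 1 and 10.5.1.1 for arrays 2 and 3. It holds the median brightness of each spot and of its local background in each channel, which are raw intensities, the processed signals after the software's background subtraction and dye normalization, also intensities, the log10 ratio of wildtype over Fgfrl1−/− from these processed signals, and flags per spot. The authors also deposited a table of log2 ratios per probe and array, made with R and Bioconductor. Its direction, Fgfrl1−/− over wildtype, was found by comparison with the scanner ratios, which have the opposite sign. The steps behind this table are not named in the paper's text.

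The files of each array hold 45018 spots. After removal of 1639 control spots, 43379 spots of 41174 probes were left. No spot was saturated. The median signal of the Fgfrl1−/− channel was 97, 60 and 68 on arrays 1, 2 and 3, over a median background of 18, 27 and 25.5. That of the wildtype channel was 99.5, 113 and 107.5, over 56, 47 and 48. The number of arrays limits the precision of every value.

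The following choices were made before the data were examined. Median signals were corrected for local background with limma's normexp model and an offset of 50, and the log2 ratio of each array was normalized by loess. Spots with an outlier flag were left out after normalization, spots of the same probe were averaged, and each gene was represented by the probe with the highest mean log2 signal over both channels and all arrays. Dim probes were kept. The log2 ratio of Fgfrl1−/− over wildtype was fitted with limma (lmFit with an intercept only, then eBayes) and tested against 0 with a 2-sided moderated test, so that the pools of 1 array were paired. The p-values were adjusted by the method of Benjamini and Hochberg over all genes tested. A dye effect could not be fitted, since the dye and the genotype split the pools in the same way. Genes were named in the text by a fixed rule: every gene that the paper names in its Results, Discussion, Table 1 or Table 2 as measured on the array; the 5 largest falls and the 5 largest rises among genes that the paper does not name, with an adjusted p below 0.05, at least a 2-fold difference and the same direction on all 3 arrays; every gene of the marker lists where its list is reported; and Xist with the genes on the Y chromosome. Any other gene is marked as chosen after its values were seen.

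Gene symbols came from the RefSeq annotation of GRCm38.p6, used for names only, whereas the positions of the probes are those on mm8 that the files give. No gene annotation of mm8 was used. Of the 41174 probes, 33115 were assigned to a gene, 24375 by the accession that the files list first, 115 by another accession, 6234 by the current symbol and 2391 by an older symbol, and 8059 could not be assigned. This gave 19757 genes for the test.

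For 13 lists of marker genes, written down from general knowledge of cell types before the data were examined, the median log2 fold change was computed and the list was tested with limma's camera at its preset correlation of 0.01 between genes, with adjustment over the 13 lists. The lists were cap mesenchyme, renal vesicle, ureteric tip, ureteric stalk, stroma, endothelium, erythroid, macrophage, steroidogenic, skeletal muscle, neural, immediate early and Fgf synexpression genes. The tests fry and camera with an estimated correlation were run beside it. The correlation with the paper's qPCR values was tested with 100000 random permutations.

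The counts of genes, the fold changes of single genes, the medians of the lists and of Table 1, and Spearman's rho with the paper's qPCR values were computed again with 1 choice changed at a time: no background subtraction, a normexp offset of 0, the scanner software's ratios, median centring in place of loess, quantile normalization between arrays, dim probes left out (14010 genes), outlier spots kept, the mean of the probes of a gene, all probes tested, with a gene counted if any probe of it met the threshold and its value taken from the probe with the largest change (any probe), an eBayes fit with a trend and robust variances, a separate-channel fit in which the channels of an array are linked by an intraspot correlation of 0.513 in place of the paired ratio, the authors' log2 table, and each array left out in turn. The slide as a random block was set as an alternative too but could not be fitted, because the correlation within a slide could not be estimated from 3 arrays. After seeing the data, a single value per slide and a count over all probes with or without a gene were added.

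The code was tested on simulated data. Of 200 genes among 19757 that were given a change of 1 to 2 on the log2 scale, 164 were recovered (82%). In all, 8 of 172 calls were false (4.65%), and the recovered changes had a slope of 0.970 against the given ones. These rates describe the code on simulated arrays only. The real arrays that share a slide correlated with a Pearson's r of 0.68 across genes that did not pass the test. The simulation was not shown to cover this correlation or dim probes. Its rates are therefore not error rates of the calls reported here. The software was R 4.3.3 with limma 3.58.1 and data.table 1.17.8. The in situ hybridization and qPCR experiments of the paper were not analysed here, apart from the qPCR fold changes printed in Table 2.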

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

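The count of splits by adjusted p, the reversal of signs, the count of arrays with swapped dyes, the test of the dye by qPCR and the restriction to other probes well above background were chosen only after the results were seen.

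Among genes outside those that the paper names, 3 were at least 2-fold lower and 7 at least 2-fold higher at an adjusted p below 0.05 with the same direction on all 3 arrays. Lhx1os had a log2 fold change of -1.40 ± 0.24 (SD, n = 3 arrays, adjusted p = 0.0098), Fam162b one of -1.06 ± 0.025 (SD, adjusted p = 0.00801) and Slco4c1 one of -1.02 ± 0.23 (SD, adjusted p = 0.0146). Without array 3 none of them passed limma's test (-1.38, -1.07 and -1.03), and without array 2 Slco4c1 did not pass (-0.91). The probe of Lhx1os lies on chromosome 11 of mm8 from 84351879 to 84351938, on the chromosome of the Lhx1 probe, and whether both measure the same transcription was not tested. A second probe of Slco4c1 had -0.38.

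The 5 largest of the increases were as follows. Tbx1 had a log2 fold change of 1.21 ± 0.12 (SD, n = 3 arrays, adjusted p = 0.00801), Tgfb3 one of 1.12 ± 0.33 (SD, adjusted p = 0.0194), Cdh16 one of 1.11 ± 0.31 (SD, adjusted p = 0.0178), Postn one of 1.04 ± 0.17 (SD, adjusted p = 0.012) and Sparcl1 one of 1.03 ± 0.14 (SD, adjusted p = 0.0108). Chl1 had the largest increase, 1.41 ± 0.12 (SD, adjusted p = 0.0066). The paper names Chl1 only among the primers of Table S1, and it was chosen after its values were seen, as were the 2 remaining genes, Phyhd1 (1.03) and Pdgfra (1.02). Without array 3, Chl1 and the 5 others did not pass limma's test (1.15 for Tbx1, 1.18 for Tgfb3, 1.09 for Cdh16, 1.14 for Postn, 1.10 for Sparcl1 and 1.42 for Chl1), and without array 2 Postn did not pass (1.01). With median centring, 2 genes were at least 2-fold higher, Chl1 and Tbx1. Of the other probes of these genes, that of Sparcl1 had 1.25, that of Postn, which is dim, 0.13, that of Pdgfra, well above background in both channels of all 3 arrays, 0.17 (adjusted p = 0.449), and those of Chl1 0.92 and, for a dim one, 0.031.

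Several technical explanations were tested. A bias of a single probe would leave the other probes of the same genes centred on 0. Of the 41 genes at least 2-fold lower, 17 have another probe. The brightest other probe was lower for 15 of these 17, with a median of -0.39, and over all 21 other probes 16 were lower. Many of these probes are dim, and the median is too small to decide for the 41 genes as a set. For the 12 genes whose other probe was well above background on all 3 arrays in at least 1 channel, the brightest such probe was lower for all 12, with a median of -0.82, which argues against such a bias as the whole cause for this part. Among them, 2 further probes of Bmp2k had 0.11 and 0.15. Of the 10 genes at least 2-fold higher, 6 have another probe, all 6 were higher, and their median was 0.66 (0.92 for the 5 with one well above background). The brightest other probe had 0.13 for Postn, 0.17 for Pdgfra and 0.39 for Rxfp2, and 0.92 for Chl1, 1.04 for Mdfi and 1.25 for Sparcl1. This argues against such a bias as the whole cause for these 6 as a set. The higher genes without another probe are not covered, and Rxfp2 and Mdfi did not pass the test. For single genes such a bias stays open. Removing the trend of each array on the GC content of the probes left 40 of the 40 genes lower at an adjusted p below 0.05, 39 of them at least 2-fold, which argues against GC content for these genes. It changed 93 calls among all genes.

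The dyes were swapped on 0 arrays, so that the arrays alone cannot tell dye and genotype apart. For genes with neither qPCR nor in situ hybridization in the paper, both stay open. Among them are Lhx1os, Fam162b, Slco4c1 and the higher genes Chl1, Tbx1, Tgfb3, Cdh16, Postn, Sparcl1, Phyhd1 and Pdgfra. Sp5 and Spry1 have no qPCR, but the paper reports reduced or absent signal for both in situ, without these dyes and at a later stage. For the 29 lower genes that the authors chose for qPCR in Table 2, the paper's values, which do not depend on the 2 dyes, were lower in Fgfrl1−/− for all 29. Their median log2 fold change of wildtype over Fgfrl1−/− was 2.61, which argues against the dye as the whole cause for these as a set. Hey1 (0.49), Msx2 (0.68) and Dll1 (0.77) lay below the paper's cutoff of 1.9-fold by qPCR. The value of Hey1 equals that of Tfcp2l1, which was higher on the arrays, so that for these 3 genes the dye stays open. The paper's qPCR did not bear out the 3 higher genes that it covered, Tfcp2l1, Cxcl12 and Col1a1. Relabelling the 6 pools cannot decide on chance in their grouping, since the smallest share that 10 splits allow is 0.1. Gene by gene, limma's moderated test across the 3 arrays passed 40 of the 41 lower and 8 of the 10 higher genes. It passed 0 genes with a normexp offset of 0 or with the scanner software's ratios. Of the 10 splits into 3 and 3 pools, 5 gave at least as many genes at least 2-fold apart as the real one, which is among them and gave 51. The other 4 kept both pools of array 1 together, which follows the slides, and gave 87, 74, 103 and 107 genes. The other splits that part all 3 pairs gave 3, 4 and 19. Reversing the sign of 1 array at a time, which keeps the pairs, gave 0, 0 and 0 genes at an adjusted p below 0.05 by limma (21, 42 and 1335 at an unadjusted p below 0.05), against 724 for the real signs, but the smallest share that 4 such assignments allow is 0.25. In a fit of the 6 channels as independent samples, without a link between the channels of an array, 1 of the 10 splits, the real one, gave as many genes at an adjusted p below 0.05 (37), and the other splits gave 0. The slide of array 1 holds 1 array, so that the spread between arrays within that slide could not be estimated. With a single value per slide, 14 genes were at least 2-fold higher and 41 lower. The genotype remains open as an explanation of the changes of these genes, as a hypothesis. The dye stays open beside it for genes with neither qPCR nor in situ hybridization in the paper, and for Hey1, Msx2 and Dll1.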

How the results depend on the processing

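The single value per slide and the count over all probes are alternatives chosen after seeing the data. The slide as a random block was not run, because the correlation within a slide could not be estimated from 3 arrays for 19747 genes. Where no cause is given, the cause was not tested.

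Fgfrl1 was lower under all 16 alternatives, with a log2 fold change between -1.83 and -1.36. The lists of renal vesicle (-1.51 to -0.76), cap mesenchyme (-0.46 to -0.071), ureteric tip (-0.58 to -0.36) and Fgf synexpression genes (-0.78 to -0.34) were lower under the 16 alternatives, and those of ureteric stalk (0.072 to 0.38) and macrophage genes (0.39 to 0.68) were higher. These 6 lists kept an adjusted p below 0.05 by camera at its preset correlation in each of them. The median of all genes lay between -0.017 and 0.016 under the 16 alternatives.

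Without background subtraction, the median of the Table 1 genes was -1.17, Spearman's rho with the paper's qPCR values was 0.360 and no longer past its threshold, and the steroidogenic list had a median of -0.033 and did not pass. With a normexp offset of 0, 138 genes were at least 2-fold lower and 74 higher, and 43 at least 3-fold lower and 3 higher, the latter being 4930429F11Rik, Cdkn2b and Klk1b11, named after their values were seen. By limma's test 0 genes were lower and 0 higher at an adjusted p below 0.05 (3284 at an unadjusted p below 0.05), hence 0 and 0 at least 2-fold apart and 0 of Table 1. The Table 1 median was -1.54, rho 0.337 and Fgfrl1 -1.68. The scanner software's ratios gave 240 and 189 genes at least 2-fold lower and higher, and 72 and 21 at least 3-fold. By limma's test 0 genes were lower and 0 higher (3849 at an unadjusted p below 0.05), with 0 and 0 at least 2-fold apart and 0 of Table 1. The Table 1 median was -1.72, rho 0.279, Fgfrl1 -1.83, and the steroidogenic list changed its sign to 0.026.

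With median centring, 80 genes were at least 2-fold lower and 2 higher, Chl1 and Tbx1. All 80 and both of the 2 had an adjusted p below 0.05, and 17 genes in all were higher at that level. The Table 1 median was -1.21. The stroma list fell to 0.084 and did not pass, nor did the steroidogenic list (-0.022), while the erythroid (-0.28), skeletal muscle (0.14) and immediate early (-0.19) lists passed. Quantile normalization between arrays gave 215 higher genes at an adjusted p below 0.05 and a Table 1 median of -1.09. With dim probes left out the steroidogenic list had -0.079 and did not pass.

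With the mean of the probes, 6 genes were at least 2-fold higher, of which 5 had an adjusted p below 0.05 (Cdh16, Phyhd1, Sparcl1, Tbx1 and Tgfb3, of which Phyhd1 was named after its value was seen). The Table 1 median was -0.97, rho 0.220, and the steroidogenic list -0.043. With any probe of a gene, 141 genes were lower and 110 higher at an adjusted p below 0.05 over all probes, a larger number of tests, and Metap2 changed its sign to -0.85. With a trend and robust variances, 89 genes were lower and 3 higher, all 3 at least 2-fold (Chl1, Phyhd1 and Tbx1). With the channels fitted separately and linked by an intraspot correlation of 0.513, in place of the replicate block, 363 genes were lower and 433 higher, of which 241 and 289 were the same genes as in the paired fit.

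With a single value per slide, which leaves 2 values per gene, 32 genes were lower and 6 higher, 30 genes of Table 1 passed, and the Table 1 median was -1.05. The authors' log2 ratios gave 62 genes at least 2-fold lower and 17 higher, 157 lower and 113 higher genes at an adjusted p below 0.05, a Table 1 median of -1.21 and a steroidogenic list at -0.042 that did not pass. Over all probes with or without a gene, 162 were lower and 119 higher.

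Camera with an estimated correlation gave an adjusted p of at least 0.141 for each of the lists that had passed: cap mesenchyme (median -0.093), renal vesicle (-0.96), ureteric tip (-0.42), ureteric stalk (0.30), stroma (0.50), macrophage (0.53), steroidogenic (-0.13) and Fgf synexpression (-0.54) genes. The fry test did not pass the macrophage list (0.53, adjusted p = 0.0633) and passed the other 7.

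With 1 array left out in turn, between 42 and 59 genes were at least 2-fold lower and between 12 and 21 higher, and 11 to 14 were at least 3-fold lower and 0 to 1 higher (Mdfi, without array 1). At an adjusted p below 0.05, 8 to 2259 genes were lower and 0 to 2453 higher by limma, and 8 to 59 and 0 to 20 of them were at least 2-fold apart. The lowest numbers came without array 3 (2266 genes at an unadjusted p below 0.05) and the highest without array 1, when all 335 lower and 389 higher genes of the fit to 3 arrays were among them. Without array 1, the arrays left lie on 1 slide, so that the spread between slides is not covered. Of Table 1, 8 to 62 genes passed, with a median between -1.06 and -1.04. The steroidogenic list lay between -0.18 and -0.098, the skeletal muscle list between -0.047 and 0.14, the neural list between -0.13 and 0.069, the immediate early list between -0.14 and -0.050, and Fgfrl1 between -1.67 and -1.36. The skeletal muscle (0.14), neural (-0.13) and immediate early (-0.14) lists passed camera without array 1, and the steroidogenic list (-0.18) did not pass without array 2.

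Among the named genes, a call at an adjusted p below 0.05 was lost by 100 under a normexp offset of 0 and by 100 under the scanner software's ratios, by 92 without array 3, 64 with a single value per slide, 61 without array 2, 42 with a trend and robust variances, 32 with median centring and 29 with any probe. Without array 1, on the arrays of 1 slide only, 54 named genes gained a call. Slightly lower thresholds of the fold change, also set as alternatives, gave 46 lower and 12 higher, and 12 lower and 0 higher genes. In each channel between 57.2% and 80.2% of the probes were well above background, which limits the other probes, and leaving dim probes out reduced the genes tested from 19757 to 14010.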

Differences from the paper's values

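No test was chosen for these comparisons after the values were seen, apart from the alternatives named as such. The paper gives 17 genes with an increase of at least 2-fold, and 10 were found here. Among the alternatives set before the data were examined, the number was within 1.5 times the paper's without background subtraction (15), with any probe of a gene (12), with the authors' log2 ratios (17), and without array 1 (21), array 2 (12) or array 3 (16). It was not with a normexp offset of 0 (74), the scanner software's ratios (189), median centring (2), quantile normalization (9), dim probes left out (10), outlier spots kept (10), the mean of probes (6), a trend and robust variances (10) or channels fitted separately (10). A single value per slide (14) and the count over all probes (14), both chosen after seeing the values, also came within it.

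For Rbm20, the paper's fold change of wildtype over Fgfrl1−/− is 2.0, and the value here was 1.03. It differed from the paper's under every alternative set before the data were examined that gave a value, which lay between 0.862 and 1.15. With dim probes left out there was no value, since the probe was well above background in the wildtype channel on 0 arrays and in the Fgfrl1−/− channel on 1 array.

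For Cdh4, the paper's fold change is 2.0, and the value here was 3.74. With the mean of the probes, an alternative set before the data were examined, it was 2.01. Under the other alternatives it lay between 3.45 and 4.35 and differed from the paper's.

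For Metap2, the paper's fold change is 1.9, and the value here was 0.828, which is an increase in the Fgfrl1−/− kidneys. With any probe of a gene, an alternative set before the data were examined, it was 1.80. Under each other alternative it differed from the paper's.

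The paper places Sp5 among its best hits, in a leading group that ends one rank above the 11 found here. Its rank was 10 without background subtraction and with the authors' log2 ratios, 9 without array 1 and 8 with the mean of the probes. The scatter plot of Fig. 2 labels Bhlhb5 (now Bhlhe22) and Fgfrl1 as genes with the larger of the fold changes counted, whereas their differences here were 2.52-fold and 2.86-fold. Clec18a has 3.4-fold in Table 1 and had 2.28-fold here, at rank 24, with 3.39-fold without background subtraction and 3.41-fold with the authors' log2 ratios. It does not label Cdh4.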

Other observations

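The tests on the correlation between arrays, the sex of the embryos, the share of nephron cells behind the macrophage genes and the muscle genes were chosen only after the results were seen. The tests on the ureteric stalk list and on steroidogenic genes were planned.

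Of the 13 lists of marker genes, the renal vesicle list had the largest decrease, with a median log2 fold change of -0.96 and 17 of 20 genes lower (adjusted p = 4.53e-15 by limma's camera). Of its genes, 12 are in Table 1, which was chosen on these arrays, and without them the median was -0.18. The Fgf synexpression list had -0.54 (13 of 14 lower, adjusted p = 2.22e-09, 5 in Table 1, -0.32 without these), the ureteric tip list -0.42 (9 of 12 lower, adjusted p = 9.32e-05, 2 in Table 1, -0.32 without these) and the cap mesenchyme list -0.093 (14 of 18 lower, adjusted p = 9.32e-05, 2 in Table 1, -0.069 without these). The lists of macrophage genes (0.53, 13 of 13 higher, adjusted p = 1.03e-08), stroma (0.50, 12 of 16 higher, adjusted p = 1.8e-05) and ureteric stalk (0.30, 15 of 17 higher, adjusted p = 4.09e-06) were higher. The steroidogenic list had -0.13 (9 of 11 genes found lower, adjusted p = 0.0314). The others did not pass: endothelium (-0.029, adjusted p = 0.789, with a mean of 0.0072 that has the opposite sign), erythroid (-0.059, 10 of 12 genes found, adjusted p = 0.32), skeletal muscle (0.042, adjusted p = 0.32), neural (-0.034, adjusted p = 0.32) and immediate early genes (-0.064, adjusted p = 0.157). Of the 8 lists that passed, all but the macrophage list (adjusted p = 0.0633) also passed fry, and none passed camera with an estimated correlation.

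A lower share of all kidney cells in the Fgfrl1−/− rudiments would lower the markers of each kidney compartment. The ureteric tip (-0.42) and cap mesenchyme (-0.093) lists were lower too. The median of the ureteric stalk list was 0.30 (0.072 under median centring) where that of the renal vesicle list was -0.96. This argues against a lower share of all kidney cells as the whole cause of the lower renal vesicle genes, and a part of it stays open. A lack of the structure itself and a lower expression within it remain open and were not tested. Calb1, which the paper used as a positive control in situ, had 0.37 ± 0.22 (SD, n = 3 arrays, adjusted p = 0.109), and -0.090 under median centring. Without array 1, on the arrays of 1 slide only, it passed limma's test, at 0.49.

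The macrophage list was higher on each array, with medians of 0.76, 0.40 and 0.39 on arrays 1, 2 and 3, and 7 of its genes had an adjusted p below 0.05. A lower share of nephron cells would raise the markers of every other cell type alike. The stroma (0.50) and ureteric stalk (0.30) lists were higher too, the endothelium list had a median of -0.029 with 7 genes lower and 6 higher, and the erythroid list had -0.059. The median of the macrophage list lay 0.56 above that of the endothelium list and 0.59 above that of the erythroid list, more than the SDs of the genes of both lists added (0.37 and 0.41), and at least 0.40 and 0.43 above them under the 16 alternatives. This argues against such a shift as the whole cause. A part of it, a change in macrophages themselves and the dye stay open.

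Akr1b7 (-1.10), Aldh1a1 (-1.64) and Aldh1a7 (-1.17), all of Table 1, were lower by log2 fold change. If adrenal or gonadal tissue in the wildtype pools were the cause, other steroidogenic genes would be lower too. Star, Cyp11a1, Nr5a1 and Hsd3b1 had a median of -0.069, but only 2 of these 4 genes, Star and Hsd3b1, were well above background in the wildtype channel on all 3 arrays, so that such tissue and an effect of the genotype cannot be told apart.

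Arrays 2 and 3 resembled each other more than either resembled array 1. Across genes, Pearson's r of the log2 ratios was 0.77 between arrays 2 and 3, 0.28 between arrays 1 and 2 and 0.32 between arrays 1 and 3, and 0.75, 0.23 and 0.29 with the authors' log2 ratios. Among the 4940 brightest genes, r was 0.39 between arrays 1 and 2 and 0.85 between arrays 2 and 3, which argues against the noise of dim probes as the cause. Without genes on the X and Y chromosomes r was 0.28 between arrays 1 and 2 and 0.77 between arrays 2 and 3, which argues against the sex chromosomes. The slide of array 1 holds 1 array and was read with another version of the software, so that slide, scan and pool cannot be told apart. The shift of 10 spiked RNAs with a signal of at least 500 was -0.67 between arrays 3 and 1, -0.78 between arrays 3 and 2 and 0.11 between arrays 2 and 1, on the log2 scale.

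Xist had a log2 ratio of Fgfrl1−/− over wildtype of 1.75, -1.38 and -1.15 on arrays 1, 2 and 3. Ddx3y had -0.43, 0.78 and 1.48, Eif2s3y -0.30, 0.27 and 1.07, Kdm5d -0.22, 0.36 and 0.98, and Uty -0.12, 0.12 and 0.58. On 3 of 3 arrays, all 4 genes on the Y chromosome went against Xist, which is consistent with unequal shares of male and female embryos in the pools of an array. A sex difference between the pools stays open as a contribution to the ratios of single arrays.

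Skeletal muscle genes were higher on array 2, where Myh3 had a log2 ratio of 1.88, Myl1 1.42 and Myog 0.85, and the list, of which 9 of 12 genes were well above background in both channels of all 3 arrays, had medians of -0.13, 0.29 and 0.062 on arrays 1, 2 and 3. A further set held 11 muscle genes that were above background in the Fgfrl1−/− channel of array 2. Of these, 8 were highest on array 2, among them Tnnc2 with 0.98. The choice by that channel favours genes that are high in it, so that this count is not independent evidence. Muscle tissue in the Fgfrl1−/− pool of array 2 is a candidate explanation, as a hypothesis found and tested on the same arrays.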
